A study of Mus musculus with 60 samples.

How the data were processed

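Kupffer cells of 15 C57BL/6J mice, 8 weeks old and male per the labels, were profiled in 3 groups of 5: wild type given corn oil, wild type given CCl4, and Trem1-deficient given CCl4. The dose was 2 µl per g body weight, diluted 1:4 in corn oil, and the mice were killed 12 h later. Per the labels' protocols, livers were perfused and digested with collagenase, hepatocytes were spun out at low speed and non-parenchymal cells were taken from a density gradient. Cells binding CD11b beads were then removed, and F4/80-positive cells were then collected from the rest with magnetic beads. Per the labels' protocols total RNA was turned into 3' tag libraries (Lexogen QuantSeq), in which each transcript gives reads from its 3' end and needs no correction for length. The labels list 60 entries, 4 sequencing lanes for each mouse, and the deposited table has 15 columns, 1 per mouse; the mouse was taken as the replicate. The labels name the mice of a group by number, so the p-values measure the spread between mice.

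The values are raw counts of reads per gene, deposited by the authors as 1 table. Trimmomatic, STAR 2.5.1a, Partek 6.6 and the genome build mm10 are named in the submitters' processing notes with no role or order. The deposited column headers hold the name of STAR's file of reads per gene. The gene annotation and the strand setting of the counting are not given in the sources used here, so reads of overlapping and antisense genes cannot be told apart. No molecular identifiers are mentioned, so intervals and floors cover counting error only. The table holds 24415 lines, of which 24411 are genes and 4 are tallies of reads that were unmapped, multimapping, outside annotated genes or ambiguous. These 4 were kept out of library sizes and tests; all 33 of their values of 7 digits were rounded in the deposited table, and so are shares that use them. Genes took 12.6 to 28.8% of all reads per library. Names of 27 genes were turned into dates by a spreadsheet (2 of them share a name with another); 17 were tested under those names and 0 changed in any comparison. In 7824 genes every library had 0 counts, and 0 genes carry a mitochondrial name, so the planned check of the mitochondrial share could not be made. Gene positions come from GENCODE M21 on GRCm38, the assembly of mm10; 8678 of the 9001 tested names matched (96.4%).

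Counts were tested with edgeR 4.0.16 in R 4.3.3: TMM scaling, filterByExpr by group, and the quasi-likelihood F-test (robust) on 1 fit of all 3 groups. The fit had 12 residual degrees of freedom, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Levels are TMM-scaled CPM, and summed marker levels are CPM of the library total. Within groups no pair of libraries agreed within sampling noise (chi-square per degree of freedom 10.2 or more), so none was a repeat of another. Trem1 and the summed markers of 11 cell types were compared by two-sided exact permutation tests on log2 values (pseudocount 1 for Trem1), 33 tests in the marker family. Gene lists were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over the lists of a comparison. They were tested again with an estimated correlation and with fry, whose p tests whether a list's genes move one way on balance. A list needed 3 tested members; cholangiocyte (1) and erythroid and platelet markers (2) had fewer and were compared by their sums alone. With all libraries of a group at 0, a fold is given against 3 counts over the group as a lower bound.

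The 25 lists cover Kupffer cell identity, monocytes, neutrophils, sinusoidal endothelium, stellate cells, hepatocytes, cholangiocytes, T and NK cells, B cells, dendritic cells, and erythroid cells and platelets. They also cover immediate-early genes, cytokines, NF-kB targets, type I interferon response, MHC class II, efferocytosis and scavenger receptors, repair factors, endoplasmic reticulum stress, oxidative stress, glycolysis and hypoxia, cell cycle, cholesterol biosynthesis, TREM family and DAP12 signalling, and Toll-like receptor signalling. The groups, tests, lists, and the rule for naming genes were fixed before the data were examined. That rule names Trem1, the 8 genes with the largest positive and the 8 with the largest negative log2 fold change among changed genes with a mean of 10 CPM or more in the higher group. It adds up to 4 members of each described list with the smallest p, and Tyrobp, Il1b, Tnf, Il6, Ccl2, Il10, Clec4f, Timd4 and Adgre1 in every comparison. Xist and the Y-linked genes other than Ddx3y were added after their counts were seen.

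The test code was run on simulated counts drawn from the means, library sizes and dispersions of these data. It recovered 39.3% of genes changed 4-fold and 54.3% of those changed 8-fold, with 4.12% of all calls false, on 8414 genes, for CCl4 in wild type. The values were 32.5% of genes changed 4-fold and 39.8% of those changed 8-fold, with 3.90% of all calls false, on 8407 genes, for Trem1-deficient against wild-type CCl4. They were 36.7% of genes changed 4-fold and 51.1% of those changed 8-fold, with 3.41% of all calls false, on 8398 genes, for Trem1-deficient CCl4 against wild-type oil. A list planted as changed was found in each, and of the other lists 1 of 22, 0 of 21 and 0 of 21 were called. No correlation between genes was among the values drawn from, so these list counts do not test the preset correlation. In the data the estimated correlation for CCl4 in wild type ran from 0.0107 (Toll-like receptor genes) to 0.666 (neutrophil markers). Alternatives planned beforehand were DESeq2 1.42.0, limma-voom with quality weights, median-ratio and library-total scaling, no filter and a stricter filter on low counts. Further ones were a fit of the 2 groups alone, thinning to the smallest library total (812320 counts), mouse number as a block, Trem1-deficient mice 3 to 5 alone by their index series, and leaving out each mouse. Alternatives added after the data were seen were sex as a term, Trem1-deficient mice 1 and 2 alone against oil, leaving out the 2 libraries with the fewest genes or wild-type CCl4 mice 1 and 5, a hepatocyte marker term, and the removal of Rn45s and Malat1.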

Results

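RNA was sequenced from Kupffer cells, the resident macrophages of the liver, of 15 mice in 3 groups of 5. Wild-type mice had received corn oil, wild-type mice had received carbon tetrachloride (CCl4), a solvent that injures hepatocytes, and Trem1-deficient mice had received CCl4. Trem1 encodes an activating receptor of myeloid cells that signals through the adaptor encoded by Tyrobp. The cells were taken 12 h after the dose, and a count stands for a read near the 3' end of a transcript. Counts assigned to genes came to 892498 to 1922569 per library in the oil group, 812320 to 1912946 in the wild-type CCl4 group and 1250547 to 2593004 in the Trem1-deficient group, and 9001 genes were abundant enough to be tested. At these depths 3 counts in a library, the most that a count of 0 allows, stood for 1.16 to 3.69 CPM (counts per 1e6 counts of a library). The spread between mice of a group was wide, with a biological coefficient of variation of 0.888 over all groups, 0.809 within the oil, 1.16 within the wild-type CCl4 and 0.654 within the Trem1-deficient group. The design compares wild-type cells after CCl4 with wild-type cells after oil, and Trem1-deficient with wild-type cells after CCl4. In the comparison of CCl4 with oil in wild type, sex-linked transcripts and index series, described below, differ along with treatment. An effect of CCl4 cannot be told apart from them there. The design holds no oil-treated Trem1-deficient mice, so the response of Trem1-deficient cells to CCl4 itself was not measured.

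Trem1 (ENSMUSG00000042265.13, chromosome 17, 48232768 to 48246924, plus strand, GRCm38) was low in Kupffer cell preparations of oil-treated wild-type mice, higher after CCl4, and close to absent in Trem1-deficient mice. Its mean level was 54.0 ± 31.4 CPM (SD, n = 5) in the oil group, 348 ± 167 CPM in the wild-type CCl4 group and 4.29 ± 4.09 CPM in the Trem1-deficient group. The difference on the log2(CPM + 1) scale was 2.63 for CCl4 in wild type and -6.18 for Trem1 deficiency after CCl4. It was -3.54 between Trem1-deficient CCl4 and wild-type oil. Each of the 3 had a two-sided exact permutation p of 0.00794, the smallest that the 252 splits of 5 against 5 mice can give. In the fit over all genes the log2 fold changes were 2.69 ± 0.54 (edgeR adjusted p = 0.00223), -6.33 ± 0.65 (adjusted p = 7.62e-07) and -3.64 ± 0.59 (adjusted p = 0.00104), with 5 of 5 mice on that side of the other group's mean in each. The part of Trem1 that the mutation removed is not given in the sources used here, so reads of a 3' tag check the labels only if that part holds the 3' end. Sex and index series, described next, differ between the oil and wild-type CCl4 groups. A sex term has to be estimated from the Trem1-deficient mice, which hold 2 to 25 Trem1 counts, so it cannot correct the rise of Trem1 and none is given for it. Mean marker sums of other myeloid cells were also higher in wild-type CCl4 than in oil libraries. They were 3965 against 903 CPM for monocytes and 5757 against 741 CPM for neutrophils. How much of the Trem1 rise lies in Kupffer cells was not tested.

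**Figure D1:**
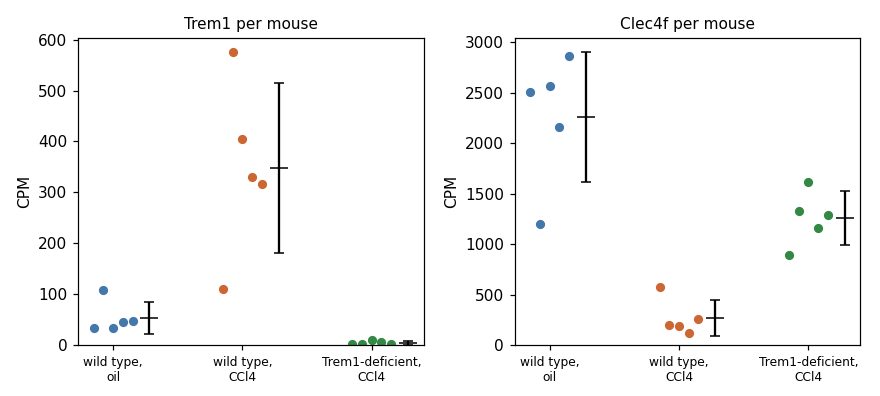
Trem1 and Clec4f in CPM (vertical axes) for the 5 mice of each group; points are mice and bars are the mean with its SD. Trem1 averaged 54.0, 348 and 4.29 CPM, and Clec4f 2261, 268 and 1259 CPM, in wild-type oil, wild-type CCl4 and Trem1-deficient CCl4.

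Transcripts that depend on sex divided the libraries in a way the labels do not give, since these name every mouse as male. Xist, which is transcribed from the inactive X chromosome, had 72 to 755 counts in the 5 oil libraries, where the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 counts in sum. In the 5 wild-type CCl4 libraries these Y-linked genes had 135 to 358 counts and Xist 2 to 17. Trem1-deficient mice 1 and 2 had 1552 and 1400 Xist counts with 7 and 0 Y-linked counts, whereas Trem1-deficient mice 3 to 5 had 134 to 425 Y-linked counts and 1 to 31 Xist counts. The index numbers in the labels divide the libraries in the same way, into a series of 7 (the oil mice and Trem1-deficient mice 1 and 2) and a series of 8 (the wild-type CCl4 mice and Trem1-deficient mice 3 to 5). Each series of the oil against wild-type CCl4 comparison thus holds 1 group only, and the 5 Trem1-deficient mice alone span both. Within them, hepatocyte markers had a median log2 fold change of 2.93 between mice with Y-linked counts and mice with Xist counts, and Kupffer identity genes 0.15. Trem1 had 1.17 to 10.9 CPM in the 5 Trem1-deficient libraries and 32.9 to 575 CPM in the 10 wild-type libraries, which goes against an exchange between the genotypes. The 7 libraries with Xist counts and few or no Y-linked counts go against the sex in the labels. An exchange of oil and wild-type CCl4 libraries would not account for this, since all mice are labelled male. Whether such an exchange took place as well was not settled, and it would change what the labels mean. The groups are used as labelled, and the comparisons carry a value within 1 series, or with sex as a term estimated from the Trem1-deficient mice.

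**Figure D2:**
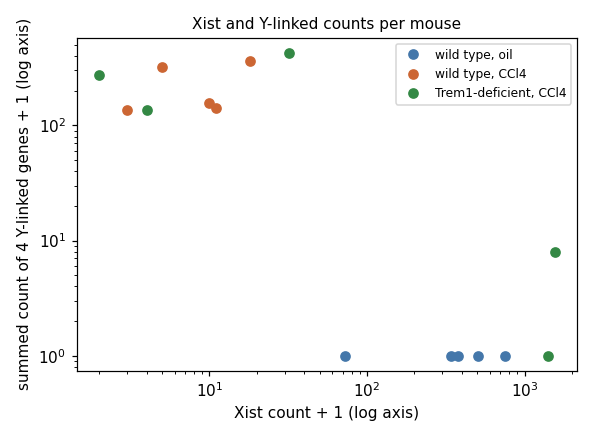
Xist counts against the summed counts of 4 Y-linked genes, each plus 1 on log axes, for the 15 libraries coloured by group. The 5 oil libraries and Trem1-deficient mice 1 and 2 have 72 or more Xist counts with at most 7 Y-linked counts, and the other 8 have 134 or more Y-linked counts.

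At 12 h after CCl4, wild-type Kupffer cell preparations held fewer transcripts of resident Kupffer cell genes than preparations from oil-treated mice, and more transcripts of monocytes. Neutrophil and hepatocyte markers were called higher too, with camera adjusted p = 1.40e-06 and 1.64e-14, or adjusted p = 0.176 and adjusted p = 0.105 with an estimated correlation. The hepatocyte median turned to -0.71 with sex as a term. Of 9001 genes, 462 changed, 274 higher and 188 lower (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Values in parentheses are log2 fold changes with their standard errors. Clec4f, a lectin restricted to Kupffer cells, averaged 2261 ± 644 CPM (SD, n = 5) in oil and 268 ± 178 CPM after CCl4 (-3.08 ± 0.34, edgeR adjusted p = 1.10e-06). Vsig4, a complement receptor of resident macrophages, fell with it (-2.78 ± 0.34, edgeR adjusted p = 3.55e-06). So did the complement chain gene C1qb (-2.26 ± 0.30, edgeR adjusted p = 1.59e-05) and the iron exporter gene Slc40a1 (-2.53 ± 0.35, adjusted p = 2.81e-05). In all, 14 of the 20 Kupffer identity genes fell and 0 rose (17 fell adjusted over the list alone). Kupffer genes as a list had a median log2 fold change of -2.41, camera adjusted p = 1.95e-23, or adjusted p = 0.0156 with an estimated correlation. Adgre1, which encodes the antigen of the final bead selection, fell (-2.09 ± 0.54, edgeR adjusted p = 0.0212). Timd4, a receptor for phosphatidylserine on resident macrophages, was not past the test (-2.92 ± 0.93, edgeR adjusted p = 0.0920).

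Genes that present antigen on MHC class II fell as well: 5 of 7 were lower (5 adjusted over the list alone). Class II genes together had a median log2 fold change of -1.55, camera adjusted p = 7.50e-09, or adjusted p = 0.0156 with an estimated correlation. Among them were H2-DMb1, which acts in peptide loading (-1.88 ± 0.27, edgeR adjusted p = 5.13e-05), the class II chain gene H2-Ab1 (-1.70 ± 0.27, adjusted p = 1.54e-04) and Cd74, the invariant chain (-2.52 ± 0.40, adjusted p = 1.57e-04). Receptors for apoptotic cells and scavenging went the same way, with 3 of 13 lower and 0 higher (3 lower and 1 higher adjusted over the list alone). Scavenger receptor genes together had a median log2 fold change of -0.68, camera adjusted p = 0.00733, or adjusted p = 0.174 with an estimated correlation. The genes that fell were Axl (-2.11 ± 0.29, edgeR adjusted p = 2.48e-05), the mannose receptor gene Mrc1 (-1.81 ± 0.39, adjusted p = 0.00444) and the endocytic receptor gene Lrp1 (-1.05 ± 0.26, adjusted p = 0.0128). Without wild-type CCl4 mouse 4 this list was no longer called (median -0.75, camera adjusted p = 0.0802). Of 14 TREM family and DAP12 signalling genes other than Trem1, 2 fell (2 adjusted over the list alone), namely the adaptor genes Tyrobp (-1.33 ± 0.26, edgeR adjusted p = 0.00135) and Fcer1g (-1.25 ± 0.30, adjusted p = 0.0120). TREM and DAP12 genes together had a median log2 fold change of -0.75, camera adjusted p = 0.0118, or adjusted p = 0.289 with an estimated correlation. Type I interferon response genes had 2 of 25 members lower (4 adjusted over the list alone), the transcription factor gene Irf7 (-1.70 ± 0.39, edgeR adjusted p = 0.00694) and the tetherin gene Bst2 (-1.12 ± 0.34, adjusted p = 0.0488). Interferon genes together had a median log2 fold change of -0.84, camera adjusted p = 0.00300, or adjusted p = 0.242 with an estimated correlation. Neither of the last 2 lists was called without wild-type CCl4 mouse 1 (TREM and DAP12 median -0.66, camera adjusted p = 0.0941; interferon median -0.73, camera adjusted p = 0.0807), and the interferon median was 0.31 with sex as a term.

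Monocyte and recruited macrophage markers rose, 7 of 14 of them (9 adjusted over the list alone). Monocyte genes as a list had a median log2 fold change of 2.41, camera adjusted p = 1.71e-09, or adjusted p = 0.0301 with an estimated correlation. The proteoglycan gene Vcan went from 4.58 ± 3.87 to 235 ± 160.4 CPM (5.70 ± 0.78, edgeR adjusted p = 2.48e-05). S100a4, a calcium-binding protein gene (2.93 ± 0.42, edgeR adjusted p = 6.53e-05), and the fibronectin gene Fn1 (2.73 ± 0.41, adjusted p = 1.35e-04) rose too. Neutrophil markers rose in 4 of 10 cases (7 adjusted over the list alone). These included the neutrophil collagenase gene Mmp8 (4.86 ± 0.77, edgeR adjusted p = 1.35e-04), the lipocalin gene Lcn2 (6.28 ± 0.90, adjusted p = 1.48e-04) and the lipase inhibitor gene G0s2 (5.25 ± 0.87, adjusted p = 0.00103). Neutrophil genes as a list had a median log2 fold change of 3.18, camera adjusted p = 1.40e-06, or adjusted p = 0.176 with an estimated correlation. Hepatocyte markers rose in 4 of 20 cases (13 adjusted over the list alone), including the fibrinogen chain genes Fgg (3.90 ± 0.81, edgeR adjusted p = 0.0120) and Fga (3.61 ± 0.76, adjusted p = 0.0139). Hepatocyte genes as a list had a median log2 fold change of 2.17, camera adjusted p = 1.64e-14, or adjusted p = 0.105 with an estimated correlation. Summed over its markers, hepatocyte RNA made up 7692 ± 5046 CPM in oil and 30518 ± 12765 CPM after CCl4 (exact permutation p = 0.0159, adjusted p = 0.0655 over 33 tests). Whether hepatocyte RNA held part of the monocyte and neutrophil marker transcripts was not tested. With sex as a term the hepatocyte median was -0.71 (camera adjusted p = 0.944), whereas the medians of the Kupffer (-2.56), monocyte (3.52), neutrophil (4.23) and MHC class II genes (-1.50) kept their direction and their call.

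Genes of the oxidative stress response and metallothioneins rose, 7 of 14 (8 adjusted over the list alone). Hepatocyte markers rose in the same libraries, and how much of this change lies in Kupffer cells was not tested. Oxidative stress genes together had a median log2 fold change of 1.21, camera adjusted p = 5.98e-07, or adjusted p = 0.0466 with an estimated correlation; with sex as a term the median was 0.52 (camera adjusted p = 0.0292). The metal-binding Mt2 went from 284 ± 95.5 to 6669.6 ± 3546 CPM (4.55 ± 0.50, edgeR adjusted p = 2.48e-05) with Mt1 (2.42 ± 0.37, adjusted p = 1.04e-04). Gclc, the rate-limiting enzyme of glutathione synthesis (4.78 ± 0.69, edgeR adjusted p = 1.96e-04), and the sulfiredoxin gene Srxn1 (2.42 ± 0.38, adjusted p = 1.24e-04) rose beside them. Endoplasmic reticulum stress genes rose in 5 of 14 cases (6 adjusted over the list alone), with the chaperone genes Hspa5 (1.55 ± 0.23, edgeR adjusted p = 7.19e-05) and Hsp90b1 (2.45 ± 0.43, adjusted p = 0.00182) among them. Endoplasmic reticulum genes together had a median log2 fold change of 1.12, camera adjusted p = 1.40e-06, or adjusted p = 0.0283 with an estimated correlation. Of 15 repair and profibrotic macrophage factors, 1 rose (7 adjusted over the list alone), the macrophage elastase gene Mmp12 (3.76 ± 0.71, edgeR adjusted p = 0.00153). Repair factors together had a median log2 fold change of 1.21, camera adjusted p = 1.04e-04, or adjusted p = 0.0466 with an estimated correlation. The classical cytokine genes gave no call: Il1b (0.03 ± 0.29) was near its oil level of 1936 CPM, and Tnf (0.36 ± 0.78) and Ccl2 (-0.07 ± 0.96) differed by less than their standard errors. Il6 (-4.44 ± 1.35, edgeR adjusted p = 0.0543) and Il10 (-2.60 ± 0.84, adjusted p = 0.0740) were lower without passing the test. Il6 had counts in 1 of the 5 wild-type CCl4 libraries.

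Several of the genes with large rises had 0 counts in every oil library, so that their fold is a lower bound against 3 counts over the group and gives them no rank. They were the Y-linked helicase gene Ddx3y (at least 308-fold higher), the X-linked thyroxine-binding globulin gene Serpina7 (at least 172-fold), and the cytochrome P450 genes Cyp7b1 (at least 138-fold) and Cyp4a12a (at least 94.3-fold). Others were the laminin chain gene Lamc1 (at least 102-fold) and the acute-phase gene Orm2 (at least 76.9-fold). Mup20, a major urinary protein gene (9.17 ± 1.96, edgeR adjusted p = 0.0168), and Saa2, a serum amyloid gene (8.84 ± 1.75, adjusted p = 0.0109), rose from 1.37 ± 1.60 and 8.04 ± 6.31 CPM. Mup20, Cyp7b1 and Cyp4a12a are higher in livers of male than of female mice, and with sex as a term Mup20 had a log2 fold change of -0.40. Acy1, an aminoacylase gene with 0 counts after CCl4, was at least 33.2-fold lower. Its SD between oil mice exceeded its mean (23.3 ± 36.3 CPM). The same held after CCl4 for Cyp7b1 (85.0 ± 105 CPM), Lamc1 (47.0 ± 51.4 CPM) and Orm2 (38.7 ± 41.1 CPM). The bounds of these genes therefore depend on which mice are included. Large falls with counts in both groups were in A1bg (-6.37 ± 1.84, edgeR adjusted p = 0.0384), Tmem14a (-6.10 ± 1.63, adjusted p = 0.0228) and the metalloproteinase gene Mmp27 (-5.92 ± 1.53, adjusted p = 0.0187). Close to them came BC035044 (-5.77 ± 1.56, edgeR adjusted p = 0.0250), the guanylate-binding protein gene Gbp2b (-5.35 ± 0.86, adjusted p = 1.54e-04), the transcription factor gene Etv5 (-5.21 ± 1.18, adjusted p = 0.00649) and Ogfod3 (-5.00 ± 1.44, adjusted p = 0.0379). After CCl4, A1bg (0.334 CPM), Tmem14a (0.133 CPM), Mmp27 (0.266 CPM) and BC035044 (0.201 CPM) averaged less than the floor of 0.499 CPM. That floor stands for 3 counts over the group, so the size of these folds is uncertain and gives the genes no rank. Mup20, Orm2, Saa2 and Gbp2b belong to families of near-identical genes, and their counts are uncertain to that extent.

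All 5 CCl4 mice lay beyond the oil mean in 430 of the 462 genes (in 4 of 5 for Lamc1), and the groups did not overlap in 319. These genes were chosen by the test for a difference between the same groups, so both counts describe them and are no further test. For the lists named here, 5 of 5 mice lay on the list's side of the oil mean, except the TREM and DAP12 genes with 4. Of the 53 changed genes named here or further on, 44 kept an edgeR adjusted p under 0.05 without any 1 mouse, and the others reached at most 0.140. The count itself was 302 without oil mouse 3 and 759 without wild-type CCl4 mouse 1. With sex as a term 37 genes passed, while 450 of the 462 kept their sign and their median absolute log2 fold change was 2.05 instead of 2.38. In that fit the medians of scavenger receptor (-1.02, camera adjusted p = 2.62e-04), repair (0.92, 0.0159), endoplasmic reticulum (1.07, 2.62e-04), oxidative stress (0.52, 0.0292) and TREM and DAP12 genes (-0.69, 0.0225) kept their sign. Index series and group cannot be told apart here otherwise. Scaling by library total alone shifted the median of all genes by -0.18 and turned the balance to 218 higher and 314 lower genes. Read shares differed between the groups as well, without passing adjustment. Unmapped reads made up 55.7 ± 6.07% in oil and 35.5 ± 9.97% after CCl4 (exact permutation p = 0.0159, adjusted p = 0.0635), and multimapping reads 9.85 ± 1.59% and 16.3 ± 3.31% (exact permutation p = 0.0159, adjusted p = 0.0635).

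**Figure D3:**
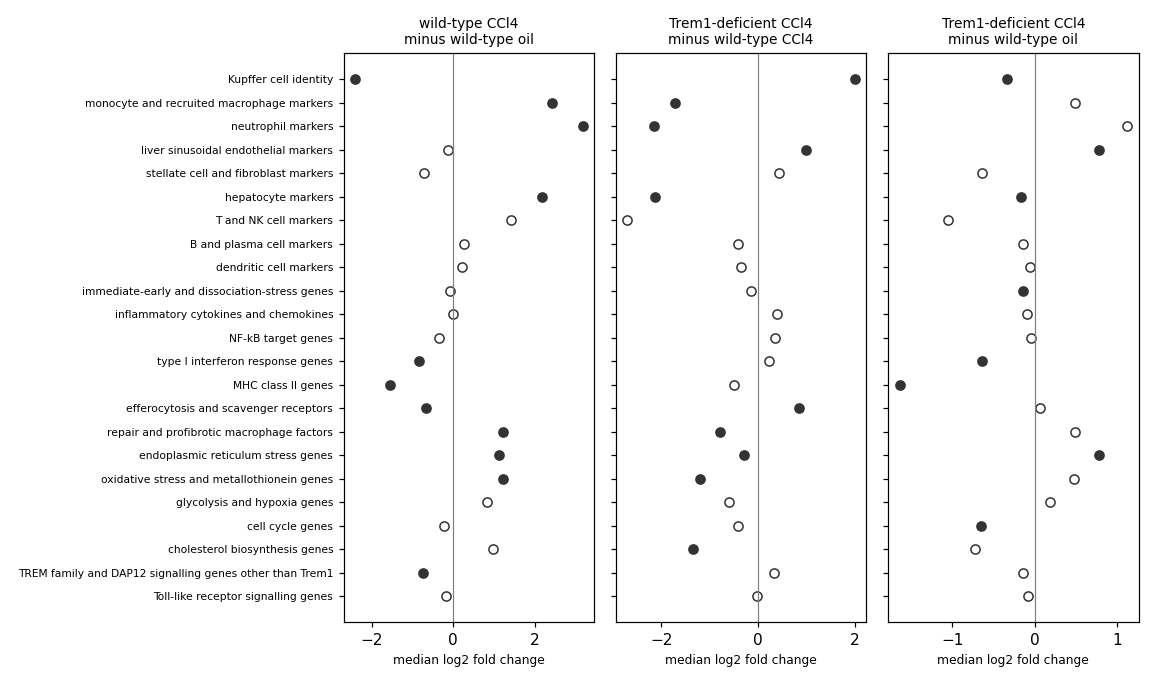
Median log2 fold change of each gene list (horizontal axis) in the 3 comparisons; filled points have a camera adjusted p under 0.05 with the preset correlation and open points do not. The Kupffer identity list lies at -2.41 for CCl4 in wild type, 2.00 for Trem1-deficient against wild-type CCl4 and -0.34 for Trem1-deficient CCl4 against wild-type oil.

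After CCl4, Trem1-deficient preparations held more transcripts of resident Kupffer cell genes than wild-type preparations, and fewer of monocytes and hepatocytes. Neutrophil markers were called lower as a list (camera adjusted p = 9.06e-06), a call that was lost (adjusted p = 0.237 with an estimated correlation) and was not made by fry (adjusted p = 0.145). This comparison asks how loss of Trem1 altered Kupffer cells in the injured liver. Of 9001 genes, 185 changed, 70 higher and 115 lower in the Trem1-deficient group. The count was 616 with DESeq2, 77 with sex as a term and 30 with the sum of hepatocyte markers as a term. With sex as a term 185 of the 185 kept their sign, and their median absolute log2 fold change was 2.12 instead of 2.16. Clec4f averaged 268 ± 178 CPM (SD, n = 5) in wild type and 1259 ± 263 CPM in Trem1-deficient mice (2.23 ± 0.33, edgeR adjusted p = 1.93e-04). The complement genes C1qb (2.05 ± 0.29, edgeR adjusted p = 1.58e-04) and Vsig4 (2.23 ± 0.33, adjusted p = 1.93e-04) and the secreted scavenger gene Cd5l (2.44 ± 0.34, adjusted p = 4.73e-04) were higher too. So was Cd163, the receptor for haptoglobin-bound haemoglobin (2.99 ± 0.42, edgeR adjusted p = 6.15e-04). In all, 12 of 20 Kupffer identity genes were higher and 0 lower (17 adjusted over the list alone). Kupffer genes as a list had a median log2 fold change of 2.00, camera adjusted p = 1.72e-19, or adjusted p = 0.0476 with an estimated correlation. Adgre1 (1.46 ± 0.53, edgeR adjusted p = 0.171) and Timd4 (2.52 ± 0.92, adjusted p = 0.203) lay on the same side without passing the test. The marker sum of the list was 10023 ± 4985 CPM in wild type and 60784 ± 4983 CPM in Trem1-deficient mice, beside 59236 ± 16419.9 CPM in the oil group. The sum, which is not TMM-scaled, does not show a full return to the oil level. Of its 20 genes 17 lay below oil in Trem1-deficient mice, while Marco averaged 7422 CPM there and 1197 CPM in oil.

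Receptors for apoptotic cells and scavenging were higher in 2 of 13 cases (4 adjusted over the list alone), Axl (1.60 ± 0.28, edgeR adjusted p = 0.00131) and Lrp1 (1.12 ± 0.26, adjusted p = 0.0171). Scavenger receptor genes together had a median log2 fold change of 0.84, camera adjusted p = 0.00340, or adjusted p = 0.143 with an estimated correlation. Liver sinusoidal endothelial markers were higher as a list although 0 of 16 members passed the test alone (0 adjusted over the list alone). Stab2, an endothelial scavenger receptor gene, had 1.11 ± 0.36 and the endoglin gene Eng 1.37 ± 0.49. Endothelial genes together had a median log2 fold change of 0.99, camera adjusted p = 9.87e-05, or adjusted p = 0.265 with an estimated correlation. Monocyte and recruited macrophage markers were lower in 3 of 14 cases (9 adjusted over the list alone). These were S100a4 (-2.56 ± 0.42, edgeR adjusted p = 8.01e-04), Fn1 (-1.87 ± 0.40, adjusted p = 0.0104) and Vcan (-2.90 ± 0.66, adjusted p = 0.0146). Monocyte genes as a list had a median log2 fold change of -1.71, camera adjusted p = 4.02e-10, or adjusted p = 0.0476 with an estimated correlation. Of 10 neutrophil markers 2 were lower (6 adjusted over the list alone), G0s2 (-4.77 ± 0.83, edgeR adjusted p = 0.00378) and Mmp8 (-2.84 ± 0.69, adjusted p = 0.0244). The neutrophil sum, 5757 ± 4511 CPM in wild type and 1844 ± 1319 CPM in Trem1-deficient libraries, overlapped between the groups (exact permutation p = 0.119, adjusted p = 0.262 over 33 tests). Neutrophil genes as a list had a median log2 fold change of -2.15, camera adjusted p = 9.06e-06, or adjusted p = 0.237 with an estimated correlation. Of 20 hepatocyte markers 1 was lower (10 adjusted over the list alone), the apolipoprotein gene Apoc3 (-3.06 ± 0.77, edgeR adjusted p = 0.0475). Albumin, Alb, averaged 8405 ± 4807 CPM in wild type and 1028 ± 992 CPM in Trem1-deficient mice without passing the test (-3.03 ± 0.81, edgeR adjusted p = 0.0792). Hepatocyte genes as a list had a median log2 fold change of -2.14, camera adjusted p = 4.00e-26, or adjusted p = 0.0476 with an estimated correlation. Whether lower hepatocyte RNA accounts for part of the fall in monocyte and neutrophil marker transcripts was not tested. As a sum, hepatocyte markers made up 30518 ± 12765 CPM in wild type and 8525 ± 7280.1 CPM in Trem1-deficient libraries (exact permutation p = 0.0238, adjusted p = 0.0786 over 33 tests). Reads outside annotated genes made up 45.5 ± 5.07% and 34.2 ± 6.09% of mapped reads. Other measures of the libraries lay apart as well without passing adjustment. Reads assigned to genes made up 18.9 ± 5.71% in wild type and 25.8 ± 2.71% in Trem1-deficient libraries (exact permutation p = 0.0476, adjusted p = 0.143), and Rn45s, the ribosomal RNA precursor, took 14.2 ± 2.55% and 7.43 ± 3.43% of gene counts (exact permutation p = 0.0238, adjusted p = 0.0816).

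**Figure D4:**
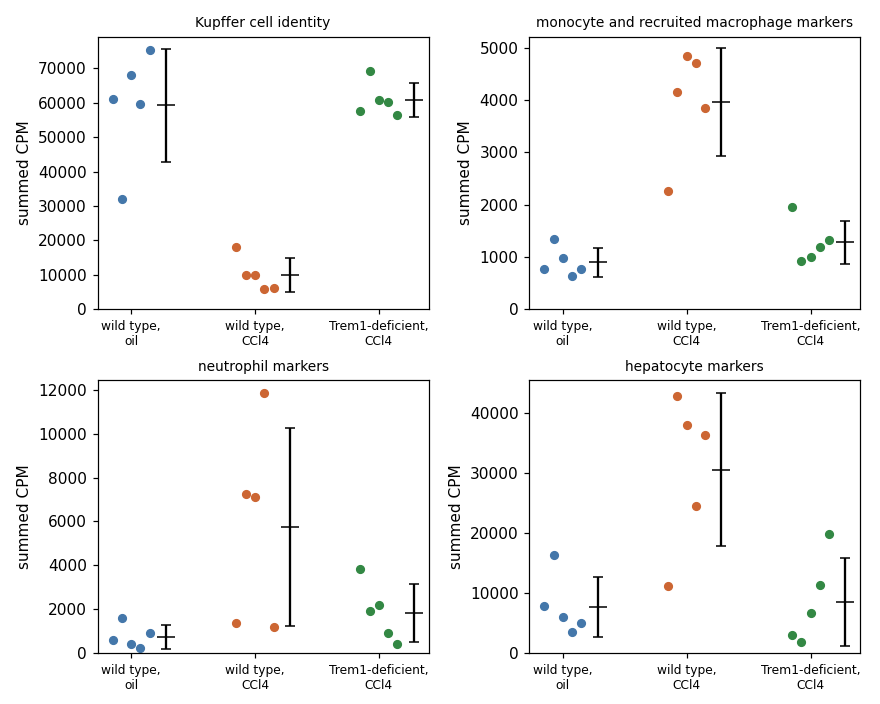
Summed CPM (vertical axes) of the Kupffer, monocyte, neutrophil and hepatocyte marker lists for the 5 mice of each group; points are mice and bars are the mean with its SD. The Kupffer sum averages 59236, 10023 and 60784 CPM in wild-type oil, wild-type CCl4 and Trem1-deficient CCl4, and the hepatocyte sum 7692, 30518 and 8525 CPM. Of the 20 Kupffer genes, 17 lay below the oil level in Trem1-deficient mice.

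Oxidative stress genes and metallothioneins were lower in Trem1-deficient preparations, 4 of 14 (9 adjusted over the list alone). Hepatocyte RNA was lower in the same libraries, and how much of this change lies in Kupffer cells was not tested. Oxidative stress genes together had a median log2 fold change of -1.20, camera adjusted p = 9.05e-07, or adjusted p = 0.0608 with an estimated correlation. Gclc had 686 ± 591 CPM in wild type and 31.4 ± 19.0 CPM in Trem1-deficient mice (-4.45 ± 0.68, edgeR adjusted p = 0.00106). Mt1 (-1.70 ± 0.36, edgeR adjusted p = 0.00760), Mt2 (-1.97 ± 0.44, adjusted p = 0.0262) and the cystine transporter gene Slc7a11 (-4.11 ± 1.01, adjusted p = 0.0262) were lower too. Among 15 repair and profibrotic factors the growth factor gene Vegfa alone was lower (-2.35 ± 0.57, edgeR adjusted p = 0.0250) (1 adjusted over the list alone). Repair factors together had a median log2 fold change of -0.78, camera adjusted p = 0.00375, or adjusted p = 0.143 with an estimated correlation. Cholesterol biosynthesis genes were called lower as a list, with a negative log2 fold change in 10 of 12 members, although 11 did not pass the test alone. Cholesterol genes together had a median log2 fold change of -1.34, camera adjusted p = 0.0134, or adjusted p = 0.143 with an estimated correlation. Endoplasmic reticulum stress genes were lower as a list with 0 of 14 members past the test (0 adjusted over the list alone), Hsp90b1 being the nearest (-1.36 ± 0.41, edgeR adjusted p = 0.0981). Endoplasmic reticulum genes together had a median log2 fold change of -0.29, camera adjusted p = 0.0247, or adjusted p = 0.237 with an estimated correlation. The cholesterol list was not called without wild-type CCl4 mouse 4 (median -1.44, camera adjusted p = 0.0893) or Trem1-deficient mouse 2 (median -1.15, camera adjusted p = 0.0591). The endoplasmic reticulum list was not called without wild-type CCl4 mouse 1 (median -0.09, camera adjusted p = 0.111) or Trem1-deficient mouse 2 (median -0.20, camera adjusted p = 0.0865). Of the cytokine genes, Osm, a cytokine of the interleukin-6 family, was lower (-3.23 ± 0.82, edgeR adjusted p = 0.0304). Il18 (2.13 ± 0.56, edgeR adjusted p = 0.0418) and the B cell chemoattractant gene Cxcl13 (2.80 ± 0.48, adjusted p = 0.00116) were higher. Il1b (-0.73 ± 0.29), Tnf (-0.86 ± 0.78), Il6 (2.92 ± 1.27), Ccl2 (1.29 ± 0.97) and Il10 (1.97 ± 0.83) did not pass the test, nor did Tyrobp (0.66 ± 0.25).

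Besides Cd163 and Cxcl13, large increases were in Mmp27 (5.56 ± 1.52, edgeR adjusted p = 0.0469), the inflammasome receptor gene Naip1 (4.89 ± 1.31, adjusted p = 0.0446) and Etv5 (4.41 ± 1.15, adjusted p = 0.0383). Next were Gm14023 (3.51 ± 0.96, edgeR adjusted p = 0.0482), Gbp2b (3.40 ± 0.80, adjusted p = 0.0190) and the transcription factor gene Batf3 (3.04 ± 0.82, adjusted p = 0.0451). Mmp27 averaged 0.266 CPM in wild-type CCl4 mice, under the floor of 0.499 CPM for 3 counts over that group. The size of its fold is therefore uncertain and gives it no rank. Cyp2c37, with 0 counts in the Trem1-deficient group, was at least 96.6-fold lower. Besides Trem1, large decreases with counts in both groups were in the corticosteroid-binding globulin gene Serpina6 (-6.65 ± 1.65, edgeR adjusted p = 0.0389) and the aldehyde oxidase gene Aox3 (-6.25 ± 1.29, adjusted p = 0.00604). They were followed by the aminotransferase gene Agxt (-6.16 ± 1.66, edgeR adjusted p = 0.0452), Cyp3a11 (-6.12 ± 1.48, adjusted p = 0.0395), the interleukin-36 gene Il1f9 (-5.74 ± 1.43, adjusted p = 0.0269) and Fam134b, a receptor for autophagy of the endoplasmic reticulum (-4.83 ± 0.66, adjusted p = 9.95e-05). Serpina6, Aox3, Agxt and both cytochrome P450 genes are abundant in hepatocytes. Naip1, Gbp2b, Cyp2c37 and Cyp3a11 belong to families of near-identical genes, so their counts are uncertain.

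In all 185 genes the 5 Trem1-deficient mice lay beyond the wild-type CCl4 mean, and the groups did not overlap in 145. On the list level this held in 5 of 5 mice, except for repair factors (4) and endoplasmic reticulum stress genes (3). Within the index series that holds Y-linked counts, 3 Trem1-deficient against 5 wild-type CCl4 mice, 54 genes passed, 27 higher and 27 lower, and 185 of the 185 kept their sign. There the list medians were 2.05 for Kupffer, -2.14 for monocyte, -2.56 for neutrophil and -1.57 for hepatocyte genes. They were 0.67 for scavenger receptor and -0.87 for oxidative stress genes, and camera still called all 6. Endothelial (0.51, camera adjusted p = 0.0105) and repair genes (-1.26, camera adjusted p = 0.0417) kept their sign. Endoplasmic reticulum stress (camera adjusted p = 0.157) and cholesterol genes (camera adjusted p = 0.116) were not called. Trem1 (-5.79), Clec4f (2.35), Cd163 (3.45), S100a4 (-3.11), Gclc (-4.47) and Fam134b (-4.29) kept their calls in that series. The edgeR adjusted p no longer passed for, among others, Cxcl13 (0.265), Mt2 (0.0524), Vcan (0.0959), Aox3 (0.0946) and Serpina6 (0.218). Of the 36 changed genes named here or further on, 16 kept their call without any 1 mouse, and the others reached an adjusted p of at most 0.162. The count was 508, 118 and 119 without wild-type CCl4 mouse 1, 3 or 4. It was 114, 87, 98 and 112 without Trem1-deficient mouse 1, 2, 3 or 4. Scaling by library total alone shifted the median of all genes by 0.29 and gave 211 higher and 95 lower genes.

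Trem1-deficient cells after CCl4 differed from wild-type cells after oil in 21 of 9001 genes, 16 higher and 5 lower. The count depends on the method: it was 74 with DESeq2, 217 with limma-voom and 73 without a filter on low counts. Genotype and treatment both differ here, and this comparison gives their joint effect. Assigned reads made up 18.8 ± 3.20% in oil and 25.8 ± 2.71% here (exact permutation p = 0.0159, adjusted p = 0.0635), and unmapped reads 55.7 ± 6.07% and 39.5 ± 9.43% (exact permutation p = 0.0159, adjusted p = 0.0635). MHC class II genes were lower in 3 of 7 cases (5 adjusted over the list alone). H2-Ab1 averaged 1365 ± 348 CPM (SD, n = 5) in oil and 285 ± 48.6 CPM here (-2.26 ± 0.28, edgeR adjusted p = 2.21e-05). The chain genes H2-Aa (-2.15 ± 0.29, edgeR adjusted p = 9.95e-05) and H2-Eb1 (-2.01 ± 0.31, adjusted p = 7.48e-04) were lower too, while Cd74 was not past the test (-1.63 ± 0.38, adjusted p = 0.0767). Class II genes together had a median log2 fold change of -1.64, camera adjusted p = 1.17e-23, or adjusted p = 2.53e-04 with an estimated correlation. Between Trem1-deficient and wild-type CCl4 mice 0 of 7 passed the test (1 higher adjusted over the list alone), as for H2-Ab1 (-0.55 ± 0.27, edgeR adjusted p = 0.323) and H2-DMb1 (0.96 ± 0.27, adjusted p = 0.0512). Endoplasmic reticulum stress genes were higher in 1 of 14 cases (5 adjusted over the list alone), the chaperone gene Hspa5 (1.31 ± 0.23, edgeR adjusted p = 0.00302). Endoplasmic reticulum genes together had a median log2 fold change of 0.78, camera adjusted p = 2.50e-06, or adjusted p = 0.0414 with an estimated correlation. The scavenger receptor gene Marco was higher (2.63 ± 0.39, edgeR adjusted p = 0.00143). It averaged 7422 ± 3967 CPM, beside 1197 ± 335 CPM in oil and 1257 ± 720.2 CPM in wild-type CCl4 mice. Further increases were in Orm2 (at least 27.1-fold) and Serpina7 (at least 16.2-fold), both with 0 counts in oil, the protease inhibitor gene Serpina3n (5.76 ± 0.82, edgeR adjusted p = 8.86e-04) and the apolipoprotein gene Apoa4 (5.74 ± 0.61, adjusted p = 6.52e-06). To these add the small heat shock protein gene Hspb1 (5.35 ± 1.09, edgeR adjusted p = 0.0186), Lcn2 (4.01 ± 0.83, adjusted p = 0.0443) and Cxcl13 (2.75 ± 0.48, adjusted p = 0.00324), and the stress genes Mt2 (2.58 ± 0.46, adjusted p = 0.0162) and Srxn1 (1.77 ± 0.37, adjusted p = 0.0223). Besides Trem1 and the class II genes, the desaturase gene Scd1 was lower (-2.32 ± 0.44, edgeR adjusted p = 0.0150).

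Kupffer identity genes were close to the oil level, with 17 of 20 below it: Marco alone rose and 0 fell (1 higher and 1 lower adjusted over the list alone). Kupffer genes as a list had a median log2 fold change of -0.34, camera adjusted p = 1.29e-06, or adjusted p = 0.250 with an estimated correlation. Clec4f had -0.84 ± 0.32 and the folate receptor gene Folr2 -1.21 ± 0.38, neither past the test. Sinusoidal endothelial markers were higher as a list with 0 of 16 past the test (1 adjusted over the list alone), as for the lectin gene Clec4g (1.63 ± 0.41) and Eng (1.45 ± 0.49). Endothelial genes together had a median log2 fold change of 0.79, camera adjusted p = 2.06e-07, or adjusted p = 0.246 with an estimated correlation. Type I interferon response genes were lower as a list with 0 of 25 past the test (0 adjusted over the list alone), among them the antiviral gene Rsad2 (-1.01 ± 0.37). Interferon genes together had a median log2 fold change of -0.64, camera adjusted p = 4.00e-05, or adjusted p = 0.246 with an estimated correlation. Immediate-early genes (median log2 fold change of -0.14, camera adjusted p = 4.91e-04, or adjusted p = 0.250 with an estimated correlation) and cell cycle genes (median log2 fold change of -0.65, camera adjusted p = 0.0332, or adjusted p = 0.275 with an estimated correlation) were lower with 0 of 16 and 0 of 12 past the test and 0 adjusted over the list alone. The hepatocyte list was called lower (camera adjusted p = 0.0196; adjusted p = 0.694 with an estimated correlation) with 0 of 20 past the test and 0 adjusted over the list alone, although its median was -0.16 and its mean 0.17. Tyrobp (-0.68 ± 0.25), Il1b (-0.70 ± 0.29), Tnf (-0.50 ± 0.78), Il6 (-1.52 ± 1.17), Ccl2 (1.21 ± 0.97), Il10 (-0.64 ± 0.79), Timd4 (-0.40 ± 0.86) and Adgre1 (-0.63 ± 0.52) did not pass the test. Timd4 lay on the other side, at 0.06, with Trem1-deficient mice 1 and 2 alone.

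In all 21 genes the 5 Trem1-deficient mice lay beyond the oil mean, and the groups did not overlap in 20. The number of mice on a list's side was 5 of 5 for the MHC class II, endoplasmic reticulum, Kupffer and cell cycle lists, 4 for the endothelial and immediate-early lists and 3 for the hepatocyte and interferon lists. Within the index series of the oil mice, with Trem1-deficient mice 1 and 2 only, 15 genes passed and 21 of the 21 kept their sign. In that series MHC class II genes (median -1.28) and endoplasmic reticulum stress genes (0.84) kept their calls, as did H2-Ab1 (-2.11), Marco (3.23) and Apoa4 (4.58). The hepatocyte list, called lower with all mice, had a median of -2.31 there, but with Trem1-deficient mice 3 to 5 it was called higher (median 0.46, camera adjusted p = 4.40e-05). Endothelial genes had a median of 1.11 (camera adjusted p = 4.16e-15), Kupffer genes -0.49 (1.09e-09) and immediate-early genes -0.50 (1.03e-07) in the series of the oil mice. Monocyte (0.97, camera adjusted p = 0.0112) and neutrophil markers (1.86, camera adjusted p = 6.27e-04) were called higher with mice 1 and 2, and interferon genes (camera adjusted p = 0.428) and cell cycle genes (camera adjusted p = 0.276) were not called. With Trem1-deficient mice 3 to 5 against oil 33 genes passed. The count was 12, 13, 12 and 12 without oil mouse 1, 3, 4 or 5. Of the 16 changed genes named, 9 kept their call without any 1 mouse (largest adjusted p = 0.215). The hepatocyte list was not called without oil mouse 2 (median 0.77, camera adjusted p = 0.497), Trem1-deficient mouse 1 (median 0.12, camera adjusted p = 0.455) or mouse 2 (median 0.13, camera adjusted p = 0.832). The cell cycle list was not called without oil mouse 1 (median -0.57, camera adjusted p = 0.121), 3 (median -0.47, camera adjusted p = 0.0817), 4 (median -0.69, camera adjusted p = 0.0800) or 5 (median -0.59, camera adjusted p = 0.0865). The same held without Trem1-deficient mouse 3 (median -0.47, camera adjusted p = 0.0572) or 5 (median -0.56, camera adjusted p = 0.117).

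Genes that CCl4 changed in wild-type preparations lay, in Trem1-deficient preparations after CCl4, toward their level in oil. Hepatocyte markers did so too, with mean sums of 7692 CPM in oil, 30518 CPM in wild-type CCl4 and 8525 CPM in Trem1-deficient libraries. How much of the pattern lies in Kupffer cells was not tested. Of the 462 genes, 454 had the opposite sign between Trem1-deficient and wild-type CCl4 mice (98.3%, 95% Clopper-Pearson interval 96.6 to 99.2%, a counting interval that takes genes as independent). Among the 274 that rose, 269 were lower in Trem1-deficient mice and 71 passed the test, Mt2, Vcan and Fam134b among them. Among the 188 that fell, 185 were higher and 62 passed it, including Clec4f, Vsig4 and Axl. Independent lists of these sizes would share 3.50 and 1.46 genes, a value that leaves out the shared libraries, and 0 genes passed both tests in the same direction. Both comparisons use the wild-type CCl4 libraries, which by itself makes opposite signs common. Simulated Trem1-deficient libraries with no effect of genotype gave 66.0% (64.0 to 67.6% over 20 draws). These draws called 831 to 938 genes for CCl4, more than the data, so their share belongs to a larger set of genes and gives the size of the effect only roughly. In each draw 0 genes passed as higher after CCl4 and lower by genotype and 0 the other way, values that leave out any real effect. The covariance of the log2 fold changes of the comparisons was -1.47, against -0.39 in the simulation. This contrast is rough too, since the simulation may understate the spread of the shared wild-type CCl4 group. Its biological coefficient of variation was 1.16, against 0.888 over all groups. The wild-type CCl4 mice were also divided so that the comparisons shared no library. With CCl4 genes called anew in each division (145 to 907 genes), the share was 86.0% at the median of 20 divisions (range 78.8 to 94.8%). For the 462 genes, which had been chosen with all wild-type CCl4 libraries, it was 96.3% at the median (range 95.2 to 98.5%). With Trem1-deficient mice 3 to 5 alone, 98.5% of the same genes had the opposite sign.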

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

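None of the tests in this part was planned for a particular library; all libraries and measures went through Dixon's test at its 95% critical value. Chance flags about 1 in 20 groups where values are normal and measures independent. Here 105 groups of 5 libraries were tested, 5.25 would be expected to hold a library apart from the others, and 15 did. Neither condition was tested and several flags fall in oil mouse 2, so these numbers do not measure an excess over chance. Oil mouse 2 stood above the other 4 oil mice in Trem1 (109 CPM, others 32.9 to 47.8), Ccl2 (43.8 CPM, others 10.3 to 15.0), Alb (4304 CPM, others 732 to 1746) and Ly6c2 (57.6 CPM, others 4.80 to 7.14), a marker of inflammatory monocytes. In the same library the summed markers of sinusoidal endothelium (4887 CPM, others 1672 to 2601), stellate cells (825 CPM, others 196 to 349) and erythroid cells and platelets (208 CPM, others 60.3 to 91.7) were also the highest. Oil mouse 1 had the most Tnf (170.0 CPM, others 7.51 to 40.7).

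Among wild-type CCl4 libraries, Malat1, a nuclear RNA, took 14.3% of the gene counts of mouse 1 and 0.658 to 2.22% in the others, and Il6 was found in mouse 1 alone (16.6 CPM). Mouse 4 had the highest cholangiocyte marker sum (341 CPM, others 46.0 to 74.8) and mouse 5 the highest dendritic cell sum (683 CPM, others 18.0 to 117). Among Trem1-deficient libraries, mouse 4 stood out in Il6 (104 CPM, others 0 to 16.7) and mouse 1 in S100a4 (396 CPM, others 92.0 to 164) and in the dendritic cell sum (137 CPM, others 46.7 to 71.3). Reads outside annotated genes, which no comparison of the report uses as its outcome, made up a mean of 45.5% of mapped reads in the wild-type CCl4 group, 34.6% in oil and 34.2% in Trem1-deficient mice (exact permutation p = 0.00794, adjusted p = 0.0635 for wild-type CCl4 against oil, and exact permutation p = 0.0159, adjusted p = 0.0635 for Trem1-deficient against wild-type CCl4, so neither passes). No explanation was tested for these values.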

How the results depend on the processing

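The counts of changed genes depended on the tool and filter; alternatives added after the data were seen were sex as a term, mice 1 and 2 alone, the left-out pairs of libraries, the hepatocyte term and the removal of Rn45s and Malat1. In the order CCl4 in wild type (462), Trem1 deficiency (185) and Trem1-deficient CCl4 against oil (21), the counts were 1010, 616 and 74 with DESeq2, 722, 431 and 217 with limma-voom and 813, 563 and 73 without a filter. They were 37, 77 and 11 with sex as a term and 154, 30 and 48 with the hepatocyte term. Trem1 deficiency gave 306 by library total. It and Trem1-deficient CCl4 against oil gave 54 and 33 with mice 3 to 5 alone and 405 and 39 without the 2 libraries of fewest genes. Without wild-type CCl4 mice 1 and 5 the CCl4 and genotype counts were 716 and 484. The cause was not tested. Of lists called, 6, 3 and 2 were left with an estimated correlation, and fry called 6 and 2 in the last 2; the cause was not tested. The share of CCl4 genes with the opposite sign was 100% with sex as a term, among the 37 genes called for CCl4 in that fit. It was 86.0% when no library was shared and the genes were called anew, and 96.3% for the main 462 genes in the same divisions. By medians, 3 marker lists in place of 5 had an unadjusted exact permutation p under 0.05 for CCl4 in wild type. The cause of these changes was not tested. Without 1 mouse each the counts ran from 302 to 759, 87 to 508 and 12 to 28 genes, 9 to 11, 8 to 11 and 7 to 10 lists, and 4 to 5, 4 to 5 and 1 to 2 marker sums with an unadjusted p under 0.05; the Trem1 difference ran from 2.41 to 3.00, -6.55 to -5.93 and -3.91 to -3.26, and the opposite share from 97.4 to 99.1%. Other settings kept each count within 1.5 times, a stricter filter, thinning and median-ratio scaling among them. With mouse number as a replicate block the counts were 365, 158 and 21. Same-numbered mice had correlations of -0.0585 to 0.0386, and 3 of 15 correlated best with their own number, so the numbers do not pair mice.

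Of the single gene values, 1952 kept their direction and side of the test, 359 lost and 41 gained the call and 16 turned; of the list values, 1080, 58, 22 and 79. A list counts as turned where its test changed direction, and its median is given; medians that crossed 0 while the test kept its direction, as for hepatocyte genes against oil, are not counted. For genes the log2 fold change is given; the cause was not tested. With median-ratio scaling they were, for Trem1 deficiency NF-kB 0.28, cell cycle -0.47. With scaling by library total they were, for CCl4 in wild type Il1b -0.14, cytokine -0.19, and for Trem1-deficient CCl4 against oil scavenger receptor 0.14. With mouse number as a replicate block they were, for CCl4 in wild type dendritic -0.65, cytokine -0.25, and for Trem1 deficiency cytokine 0.63, cell cycle 0.46. With Trem1-deficient mice 3 to 5 alone they were, for Trem1 deficiency immediate-early 0.0473, NF-kB 0.17, interferon -0.41, and for Trem1-deficient CCl4 against oil hepatocyte 0.46, dendritic -0.22, scavenger receptor 0.16. With Trem1-deficient mice 1 and 2 alone they were, for Trem1-deficient CCl4 against oil Timd4 0.0551, T and NK 0.44, B cell 0.59, cytokine -0.17, oxidative stress 0.20, Toll-like receptor -0.0769. With sex as a term they were, for CCl4 in wild type Mup20 -0.40, Il1b -0.27, Tnf -1.23, Ccl2 0.51, endothelial 0.65, hepatocyte -0.71, dendritic 0.37, interferon 0.31, Toll-like receptor 0.12, and for Trem1 deficiency immediate-early 0.0300, NF-kB 0.20, interferon -0.28, and for Trem1-deficient CCl4 against oil Timd4 0.0281, B cell 0.52, cytokine -0.21, oxidative stress 0.17. With the 2 libraries of fewest genes left out they were, for CCl4 in wild type Il1b -0.0594, Ccl2 0.75, endothelial 0.0188, and for Trem1 deficiency MHC class II -0.16, cell cycle -0.35, and for Trem1-deficient CCl4 against oil stellate 0.15, B cell 0.36. With fry they were, for CCl4 in wild type cytokine -0.00885, and for Trem1 deficiency cytokine 0.39, MHC class II -0.49, cell cycle -0.42, Toll-like receptor -0.0211, and for Trem1-deficient CCl4 against oil B cell -0.14, scavenger receptor 0.0644. Without 1 mouse, values that turned at least once ran, for CCl4 in wild type Ccl2 -0.28 to 0.48, dendritic -0.52 to 1.00, Il1b -0.24 to 0.30, immediate-early -0.17 to 0.0522, cytokine -0.26 to 0.10, endothelial -0.53 to 0.20, and for Trem1 deficiency cell cycle -0.55 to -0.18, dendritic -0.67 to 0.48, cytokine -0.21 to 0.92, NF-kB 0.15 to 0.47, stellate 0.17 to 0.82, interferon -0.26 to 0.37, and for Trem1-deficient CCl4 against oil B cell -0.49 to 0.35, dendritic -0.24 to 0.39, scavenger receptor -0.0389 to 0.21, cytokine -0.14 to 0.49, stellate -1.18 to -0.29, Tnf -0.99 to 0.41. Depth also limits what a 0 means: in the smallest library a count of 0 allows up to 3.69 CPM.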

Other observations

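In this part the 3 tests of sex, and the fits with sex as a term or within 1 index series of oil and Trem1-deficient mice, were chosen after the counts had been seen. Several groups of genes that accompany liver inflammation did not move as lists; their medians follow in the order CCl4 in wild type, Trem1-deficient against wild-type CCl4, and Trem1-deficient CCl4 against wild-type oil. Inflammatory cytokines and chemokines had medians of -0.01, 0.39 and -0.09 (camera adjusted p = 0.958, 0.766 and 0.590), with the test's sign opposite to the median for CCl4 in wild type and for Trem1 deficiency. Osm alone rose after CCl4 (5.04 ± 0.91, edgeR adjusted p = 6.80e-04) (2 higher and 3 lower adjusted over the list alone). NF-kB targets had medians of -0.35, 0.34 and -0.04 (camera adjusted p = 0.609, 0.994 and 0.301), while the survival gene Ier3 rose (1.28 ± 0.29, edgeR adjusted p = 0.00669) and Tnfaip2 fell (-1.28 ± 0.29, edgeR adjusted p = 0.00706) after CCl4. Ier3 was lower in Trem1-deficient mice (-1.34 ± 0.29, edgeR adjusted p = 0.0103). Toll-like receptor signalling genes had medians of -0.18, -0.02 and -0.08 (camera adjusted p = 0.861, 0.786 and 0.543), 0 of 16 past the test in each. Immediate-early and dissociation-stress genes had a median of -0.08 for CCl4 in wild type (camera adjusted p = 0.609, mean 0.25). For Trem1-deficient against wild-type CCl4 their median was -0.15 (camera adjusted p = 0.192). For Trem1-deficient CCl4 against wild-type oil, given above, this list was called lower (camera adjusted p = 4.91e-04). Fosb was lower after CCl4 in wild type (-1.44 ± 0.31, edgeR adjusted p = 0.00411).

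Glycolysis and hypoxia genes had medians of 0.83, -0.60 and 0.18 (camera adjusted p = 0.266, 0.518 and 0.559), with the hexokinase gene Hk3 lower after CCl4 (-4.56 ± 1.14, edgeR adjusted p = 0.0140). Stellate cell (-0.71, 0.42 and -0.63; camera adjusted p = 0.253, 0.468 and 0.624), T and NK cell (1.42, -2.70 and -1.06; 0.382, 0.181 and 0.559), B and plasma cell (0.27, -0.41 and -0.14; 0.742, 0.706 and 0.825) and dendritic cell markers (0.21, -0.35 and -0.05; 0.742, 0.706 and 0.825) were not called in any comparison, and the dendritic test and median differed in sign in each. In sign the test also differed from the mean of Toll-like receptor genes for Trem1 deficiency (0.08), from the mean of cytokine (0.05) and NF-kB genes (0.02) and from both values of scavenger receptor genes (mean 0.13) for Trem1-deficient CCl4 against wild-type oil. Cholangiocyte markers summed to 6.77 ± 5.27 CPM in oil, 119 ± 125 in wild-type CCl4 and 30.3 ± 17.1 in Trem1-deficient mice (exact permutation p = 0.00794, adjusted p = 0.0524 for CCl4 in wild type). Their 1 tested member, the transcription factor gene Sox9, rose after CCl4 (4.85 ± 1.03, edgeR adjusted p = 0.00352). Erythroid and platelet markers summed to 102 ± 60.5, 93.3 ± 57.4 and 81.7 ± 44.4 CPM. In the marker family of 33 tests the smallest adjusted p was 0.0524, so no sum passed. Lists not yet given for a comparison were not called there: endothelial markers after CCl4 (-0.12), cell cycle genes (-0.24 and -0.42), cholesterol genes (0.98 and -0.72), and, between Trem1-deficient and wild-type CCl4 mice, interferon (0.22), MHC class II (-0.49) and TREM and DAP12 genes (0.32). The same holds, for Trem1-deficient CCl4 against wild-type oil, for monocyte (0.49), neutrophil (1.13), scavenger receptor (0.06), repair (0.49), oxidative stress (0.48) and TREM and DAP12 genes (-0.14). Between Trem1-deficient and wild-type CCl4 mice, 0 of 14 TREM and DAP12 genes passed the test (5 higher and 0 lower adjusted over the list alone).

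Kupffer identity transcripts were lower after CCl4 in wild type. Dilution by RNA of cells that are not leukocytes would lower all leukocyte genes alike, but the list's median lay -1.95 from that of 19 pan-leukocyte genes, whose own median was -0.46 (permutation of genes, p = 1e-04). That p takes genes as independent, with an estimated correlation of 0.335 among Kupffer genes, and leaves out the spread between mice. The test covers dilution alone, since recruited monocytes would add pan-leukocyte RNA as well. With library complexity as a term the Kupffer median was -2.35 instead of -2.41, and with sex as a term -2.56. The latter is a value that takes the sex effect from the 5 Trem1-deficient mice and assumes it is the same in wild type. Both values argue against these as the whole cause. A larger share of recruited monocytes stays open, since their markers had a median of 2.41, and so does a lower level of these transcripts in each Kupffer cell. These data cannot separate them: removal of CD11b-binding cells should have taken out recruited monocytes, and the selection may itself have kept a different mixture of cells after injury.

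Kupffer identity transcripts were higher in Trem1-deficient than in wild-type mice after CCl4. The same tests gave a difference of 1.90 from the pan-leukocyte median of 0.10 (permutation of genes, p = 1e-05, the smallest that 100000 resamples can give), a median of 1.88 with complexity as a term instead of 2.00, and 2.05 among mice with Y-linked counts. These values argue against dilution alone, complexity and sex as the whole cause. The limits given above for the permutation hold here too, with an estimated correlation of 0.320 among Kupffer genes. Fewer recruited monocytes in Trem1-deficient preparations stay open, with a median of -1.71 for their markers, as does an effect of genotype on the Kupffer cells themselves. The protocol removed cells binding CD11b beads first, which would take out recruited monocytes, and how complete that was is not known. 

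Hepatocyte transcripts were lower in Trem1-deficient than in wild-type mice after CCl4. Of the tested markers 100% had a negative log2 fold change, Alb, Trf (-1.66 ± 0.43) and Apoc3 among them. That share restates the pattern and does not separate hepatocyte RNA carried in the preparation, where the protocol spins hepatocytes out, from another cause, so this stays open. Sex, or the index series that goes with it, is at most part of the cause: the median was -1.57 among mice with Y-linked counts instead of -2.14 in all. If the RNA was carried, whether less of it reflects less injury or a cleaner preparation may not be answered here.

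Genes linked to Trem1 on chromosome 17 could differ because of the flanking genome of the mutant strain. Within 20 Mb of Trem1, 6 of 246 tested genes changed between Trem1-deficient and wild-type CCl4 mice, where 5.16 would be expected from 182 of 8677 (one-sided Fisher's exact p = 0.413), a count too small to decide. Among the Trem1-deficient mice alone, sex by these transcripts, which goes with index series, separated 6 genes by edgeR (243 at an unadjusted p under 0.05). A chance division of the mice was tested for each count. Of 100 divisions of the 10 libraries, 1 gave as many genes as the 462 for CCl4 in wild type, the real one (highest other 346, in which wild-type CCl4 mouse 1 and oil mouse 2 change places). For Trem1-deficient against wild-type CCl4 it was 1 of 100 with 185 genes (highest other 40), and for Trem1-deficient CCl4 against wild-type oil 2 of 100 with 21 genes (highest other 24). That other division sets Trem1-deficient mice 1 and 2 with oil mice 3 to 5 against the rest, so that all mice with Xist counts but oil mice 1 and 2 stand on 1 side. Within the series with Xist counts 15 genes passed.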
